# Regulation of a progenitor gene program by SOX4 is essential for mammary tumor proliferation

**DOI:** 10.1038/s41388-021-02004-z

**Published:** 2021-09-28

**Authors:** M. Guy Roukens, Cynthia L. Frederiks, Danielle Seinstra, Luca Braccioli, Antoine A. Khalil, Cornelieke Pals, Simon De Neck, Laura Bornes, Evelyne Beerling, Michal Mokry, Alain de Bruin, Bart Westendorp, Jacco van Rheenen, Paul J. Coffer

**Keywords:** Breast cancer, Cancer stem cells

## Abstract

In breast cancer the transcription factor SOX4 has been shown to be associated with poor survival, increased tumor size and metastasis formation. This has mostly been attributed to the ability of SOX4 to regulate Epithelial-to-Mesenchymal-Transition (EMT). However, SOX4 regulates target gene transcription in a context-dependent manner that is determined by the cellular and epigenetic state. In this study we have investigated the loss of SOX4 in mammary tumor development utilizing organoids derived from a PyMT genetic mouse model of breast cancer. Using CRISPR/Cas9 to abrogate SOX4 expression, we found that SOX4 is required for inhibiting differentiation by regulating a subset of genes that are highly activated in fetal mammary stem cells (fMaSC). In this way, SOX4 re-activates an oncogenic transcriptional program that is regulated in many progenitor cell-types during embryonic development. SOX4-knockout organoids are characterized by the presence of more differentiated cells that exhibit luminal or basal gene expression patterns, but lower expression of cell cycle genes. In agreement, primary tumor growth and metastatic outgrowth in the lungs are impaired in SOX4^KO^ tumors. Finally, SOX4^KO^ tumors show a severe loss in competitive capacity to grow out compared to SOX4-proficient cells in primary tumors. Our study identifies a novel role for SOX4 in maintaining mammary tumors in an undifferentiated and proliferative state. Therapeutic manipulation of SOX4 function could provide a novel strategy for cancer differentiation therapy, which would promote differentiation and inhibit cycling of tumor cells.

## Introduction

An underlying aspect of cellular plasticity in tumorigenesis is the re-activation of developmental pathways by tumor cells [1, 2], of which perhaps the best characterized is epithelial-to-mesenchymal-transition (EMT). During EMT epithelial cells lose their tight junctions and gain migratory and invasive properties [3, 4]. EMT has been suggested to be of major importance for the metastatic cascade by facilitating detachment from the primary tumors and invasion into the surrounding stroma. However, as most secondary tumors exhibit epithelial characteristics this suggested that tumor cells require to undergo the reversal of EMT, mesenchymal-to-epithelial transition (MET) for efficient metastatic outgrowth. Indeed, reverting EMT in circulating tumor cells was shown to promote metastatic outgrowth in animal models [5–7]. We have shown, using a real-time EMT reporter in mammary tumors of a PyMT genetic mouse model that cells exist in a spectrum of EMT states. Moreover, metastatic outgrowths regain E-cadherin levels before they can grow out to macrometastases [8, 9]. These studies indicate that EMT is dynamically regulated during metastasis formation and that mesenchymal cells are unable to sustain tumor growth.

Cellular plasticity within tumors is further driven by a variety of differentiation states. These states resemble stem/progenitor cells and the differentiated cell types of the organ where the tumor originated from. Cells with enhanced stem- or progenitor cell abilities exhibit the capacity to fuel the growth of tumors, while terminally differentiated cells within tumors have poor potential to drive tumor growth [10–12]. For breast cancer, several groups have reported a correlation between expression profiles of mammary stem/progenitor cells and human breast cancers [13–15]. In particular, fetal mammary stem cells (fMaSC) exhibit marked similarities to aggressive human breast cancers [13, 14]. This suggests that mammary tumor development may be supported by re-activation of fMaSC gene expression programs. How these fMaSC-like genes contribute to the ability to fuel tumor growth is currently unknown.

The transcription factor SOX4 has been found to be one of the most frequently upregulated genes in a variety of solid and hematological cancers [16]. An increasing number of studies attest to an important role for SOX4 in breast cancer. SOX4 protein expression correlates with tumor size, mitotic index and poor prognosis of breast cancer patients [17]. Initial studies have suggested that SOX4 is involved in mediating invasion and migration [18–20]. We and others have shown that SOX4 mediates EMT in mammary epithelial cells [21–23]. In accordance, knockdown of SOX4 leads to impaired metastasis formation [17, 18, 23] and in some studies, reduced primary tumor growth [22, 23]. A caveat to most of these studies is that it has been shown that SOX4 regulates EMT in vitro and mammary tumor progression in vivo. As the relevance of EMT to tumor growth is unclear [4, 24] it raises the question whether SOX4 affects tumor growth independently of regulating EMT.

Here we have interrogated the role of SOX4 in breast cancer using organoids derived from a *MMTV-PyMT; MMTV-Cre; Ecadherin-mCFP* mouse model. Up to now the role of SOX4 in breast cancer has been studied in cell lines consisting of untransformed epithelial cells or in basal/mesenchymal-like tumor cells [17, 21–23]. The PyMT organoids model a distinct molecular subtype as they form luminal ductal mammary tumors upon orthotopic transplantation. Moreover, these organoids enable interrogation of EMT in vivo using the E-cadherin-mCFP reporter. Unexpectedly, we observed that deletion of SOX4 from PyMT tumors does not inhibit EMT. Instead, we found that SOX4 impairs differentiation and regulates fMaSC genes. Furthermore, SOX4 activates a cell cycle gene expression program that shares gene sets with many progenitor cell types and primes the cells for proliferation in vivo. Consequently, loss of SOX4 leads to a strong impairment of tumor growth in both the mammary fat pad and in the lungs.

Together, this study uncovers a novel mechanism by which SOX4 regulates a progenitor cell cycle program that is crucial for propagation in breast cancer. Therapeutic manipulation of SOX4 may thus provide a novel approach to interfere with tumor propagating cells.

## Results

### Loss of SOX4 in murine PyMT organoids inhibits primary tumor formation and metastasis formation

Tumor-organoids were derived from a *MMTV-PyMT; MMTV-Cre; Ecadherin-mCFP* murine breast cancer model. To explore how SOX4 affects mammary tumor progression in this model, we generated SOX4 knockout organoid lines (SOX4^KO^). We selected one control organoid line and two SOX4^KO^ organoid lines that were found to contain a single (bi-allelic) indel (Supplementary Fig. 1A). By western blotting we confirmed the absence of SOX4 protein (Supplementary Fig. 1B). In vitro the SOX4^KO^ lines exhibited a small increase in proliferation compared to control cells (Supplementary Fig. 1C). In addition, when plated as single cells SOX4^KO^ organoids showed a small growth advantage when growing out into (multicellular) organoids, although the average organoid size was unaffected (Supplementary Fig. 1D–E).

Organoids were transplanted into the mammary fat pad of immunodeficient NSG mice and tumor growth was followed for 16 weeks (Fig. 1A). We observed that loss of SOX4 significantly impaired primary tumor growth (Fig. 1B). All mice that were transplanted with control organoids (5/5) developed mammary tumors. In contrast, the mice transplanted with SOX4^KO^ organoids exhibited a substantially lower tumor outgrowth (3/6 for SOX4 ^KO1^ and 1/6 for SOX4 ^KO2^; Supplementary Fig. 1F–G). In mice that didn’t exhibit palpable tumor growth we also could not identify tumors by immunohistochemistry (Fig. 1C). When tumors reached a size of 1000 mm^3^ a mastectomy was performed and animals were left for an additional 3 weeks to analyze metastatic outgrowth (Fig. 1A). None of the SOX4^KO^ tumors reached this size, but a mastectomy was performed on one of the SOX4^KO^ tumors albeit at a lower volume (576 mm^3^) (Supplementary Fig. 1F). These analyses showed the number of (macro)metastases in the lungs were very low or absent in mice transplanted with SOX4^KO^ organoids (Fig. 1D).

**Fig. 1:**
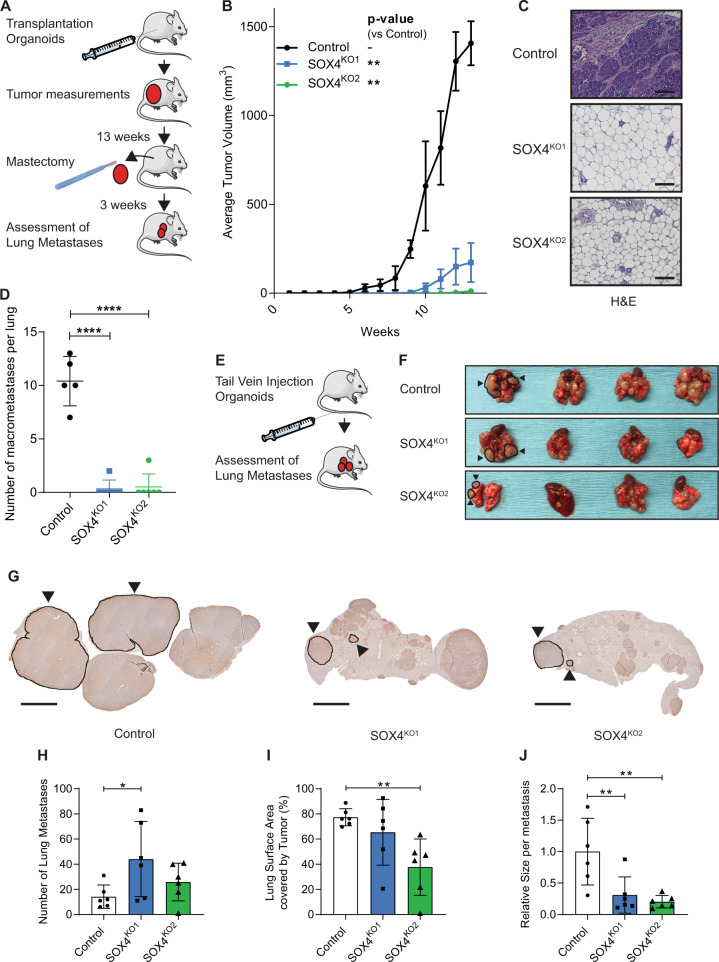
Loss of SOX4 in murine PyMT organoids inhibits primary tumor formation and metastasis formation. **A** Schematic representation of setup of primary tumor experiment. **B** Growth curves for control and SOX4^KO^ organoids after mammary transplantation. Data represented as mean volume (mm^3^). Error bars represent standard error of the mean (SEM). P-values were determined by the “compare growth curves” method [41]. **C** Immunohistochemical images showing H&E staining for isolated tumors/glands. Scale bar is 100 µm. **D** Number of macrometastases in lungs of mice as determined by eye by 2 scientists. **E** Schematic representation of experimental setup for tail vein experiment. Organoids were injected into the tail veins of recipient mice. Mice were sacrificed and lungs were isolated and assessed for metastases outgrowth. **F** Images showing lungs that were isolated after tail vein experiment. Examples of macrometastases are highlighted by black circles and arrowheads. **G** Representative images of CFP-staining on paraffin sections to identify metastases in lungs. Examples of metastatic lesions are highlighted by black encirclement and arrowheads. Scale bar = 1 mm. **H** Quantification of the number of lung macrometastases per field of view. **I** Quantification of surface area of lungs covered by tumors expressed in percentage. **J** Relative size per macrometastasis. Data in **D**–**J** is represented as average ± SD. *P*-values were calculated by ANOVA using Dunnett test for multiple comparisons (*p < 0.05, **p < 0.01, ****p-value < 0.0001).

Since a majority of mice injected with SOX4^KO^ organoids did not have a primary tumor we performed an alternative experiment to explore whether SOX4 also directly affects metastatic outgrowth. Tumor organoids were injected into the tail vein, and metastases are therefore not influenced by the size of a primary tumor (Fig. 1E). We observed that loss of SOX4 reduces the size of metastatic lesions (Fig. 1F). We performed CFP immunostaining to more accurately quantify the metastases (Fig. 1G). We found that the number of metastatic lesions was actually higher for the SOX4^KO^ organoids (Fig. 1H). However, these metastatic foci covered a smaller proportion of the lungs than in the control tumors (Fig. 1I). In accordance, the size per metastatic lesion was significantly larger in control tumors than in SOX4 ^KO^ tumors (Fig. 1J). Similar analyses using H&E staining confirmed these findings (Supplementary Fig. 2A–D). This suggests that SOX4 is not required for the initial seeding, but instead supports metastatic outgrowth. Furthermore, in line with our previous findings that SOX4 can mediate tumor angiogenesis [17], these SOX4-deficient tumors were less vascularized than control tumors (Supplementary Fig. 2E–F).

Taken together, these data show that loss of SOX4 leads to a strong impairment of primary tumor growth and metastatic outgrowth in a luminal breast cancer model.

### Loss of SOX4 does not induce a reduction of EMT in PyMT organoids and tumors

Tumors from PyMT organoid transplantations contain a small population of E-cad^LO^ cells [8] (Supplementary Fig. 3A), which exhibit a typical EMT expression profile [8, 9] (Supplementary Fig. 3B). To interrogate whether SOX4 regulates EMT in this PyMT model we performed flow cytometry analyses on primary tumors to quantify the E-cad^LO^ cells. Unexpectedly, we did not find consistent reductions in E-cad^LO^ cells in the SOX4^KO^ lines (Fig. 2A–B, Supplementary Fig. 3C–D). We also found no significant differences in E-cad^LO^ cells after growth in vitro (Fig. 2C–D, Supplementary Fig. 3E–F). Furthermore, in Western blots there was no clear increase in E-cadherin expression, while the mesenchymal marker N-cadherin was modestly upregulated in SOX4^KO^ organoids (Supplementary Fig. 3G). Moreover, mRNA expression of EMT markers that were previously found to be SOX4 transcriptional targets in mammary epithelial cells [21], was not consistently affected (Supplementary Fig. 3H).

**Fig. 2:**
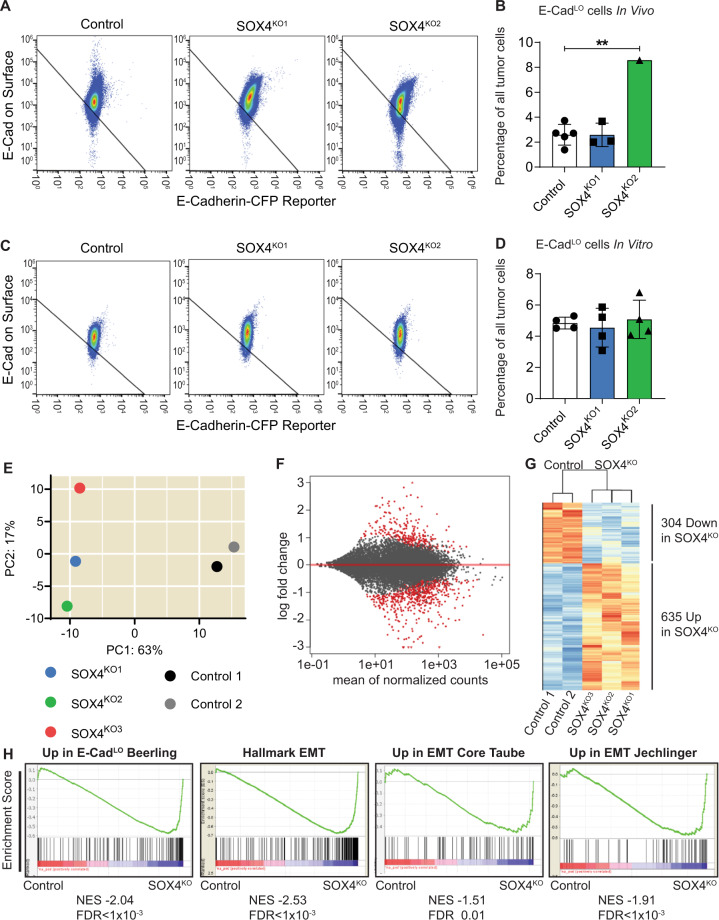
Loss of SOX4 does not induce a loss of EMT. **A** FACS plots to determine E-Cad^LO^ cells by FACS in tumors. Tumors were isolated and subjected to a FACS protocol as described in materials and methods. FACS plots show E-cadherin antibody staining on Y-axis and E-cadherin CFP-reporter expression on X-axis. E-Cad^LO^ cells are found in the left-bottom gate. Plots are representative pictures for each of the three groups (control, SOX4^KO1^, SOX4^KO2^). **B** Quantification of E-Cad^LO^ cells for control and SOX4^KO^ tumors shown as percentage of parental population (single cells). Data is represented as average ± SD. ANOVA using Dunnett test for multiple comparisons indicated non-significant differences (*p* > 0.05) of SOX4^KO1^ and **p < 0.01 for SOX4^KO2^. **C** FACS plots of E-Cad^LO^ cells in organoids in vitro in similar analysis as 2(A). Plots for each of the three groups (control, SOX4^KO1^, SOX4^KO2^) are representative pictures corresponding to one experiment. Experiment was performed four times. **D** Quantification of E-Cad^LO^ cells for control and SOX4^KO^ organoids in vitro shown as percentage of parental population (all single tumor cells). Data is represented as average ± SD. ANOVA using Dunnett test for multiple comparisons indicated non-significant differences (*p* > 0.05) of SOX4^KO^ lines compared to control. **E** Principal Component Analysis of three SOX4^KO^ organoid lines and two control organoid lines. **F** Differential gene expression analysis between control and SOX4^KO^ organoids lines. Gray dots indicate genes; red dots indicate significant genes (adjusted *p*-value < 0.1). **G** Heatmap showing differentially expressed genes between control and SOX4^KO^ organoids. 304 genes are significantly downregulated and 635 genes are significantly upregulated in SOX4^KO^ organoids. **H** Gene-set enrichment analysis (GSEA) representing the enrichment of four different EMT gene sets ([8], Hallmark EMT in GSEA [42, 43]) in the bulk RNA-seq expression dataset.

To explore whether SOX4 affects mesenchymal gene expression in an unbiased fashion, we performed bulk RNA-sequencing on organoids in vitro. 

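RNA from organoid lines of PyMT mammary tumors was sequenced in bulk, with 1 library for each of 2 control lines (WT1 and WT3) and 3 SOX4 KO lines (H7, M4 and H4). The organoids had been grown for 4 days with FGF2 at 12.5 ng/mL. Every line is a separate clone, so a replicate is a line. The authors deposited the number of reads that HTSeq counted on each of 38293 Ensembl gene identifiers, without normalization. Of these identifiers, 36345 have a symbol in the GENCODE annotation of GRCm38 used here. The reads counted on genes numbered 3640926 for WT1, 4678497 for WT3, 3951770 for H7, 3050323 for M4 and 4254070 for H4. The 10 most highly counted genes took from 11.3% of these reads in WT3 to 19.7% in M4. Genes with low counts were removed with edgeR's filterByExpr, which left 11682 genes, and library sizes were normalized with TMM factors between 0.913 (M4) and 1.08 (WT3). SOX4 KO lines were compared with control lines by edgeR's quasi-likelihood test, and genes were called at an adjusted p under 0.1, the threshold of Fig. 2F. All fold changes are SOX4 KO over control. The spread between lines was larger than counting error, with a chi-square per degree of freedom of 9.22 between the control lines and of 14.8 to 24.8 between pairs of SOX4 KO lines. Sox4 itself (ENSMUSG00000076431) lies on chromosome 13 from 28948919 to 28953713. Its normalized CPM were 295 in WT1, 374 in WT3, 199 in H7, 179 in M4 and 299 in H4. The means were 335 ± 55.8 (SD, n = 2) in control and 225 ± 64.5 (SD, n = 3) in SOX4 KO lines, a log2 fold change of −0.57 (standard error 0.25) that was not past the threshold (adjusted p = 0.277, edgeR with Benjamini-Hochberg adjustment), and H4 lay within the range of the control lines. Leaving out H4 gave the largest move, to −0.82 (adjusted p = 0.0807), and over all 5 leave-outs the adjusted p reached 0.893. The transcript count does not measure the SOX4 protein.

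**Figure D1:**
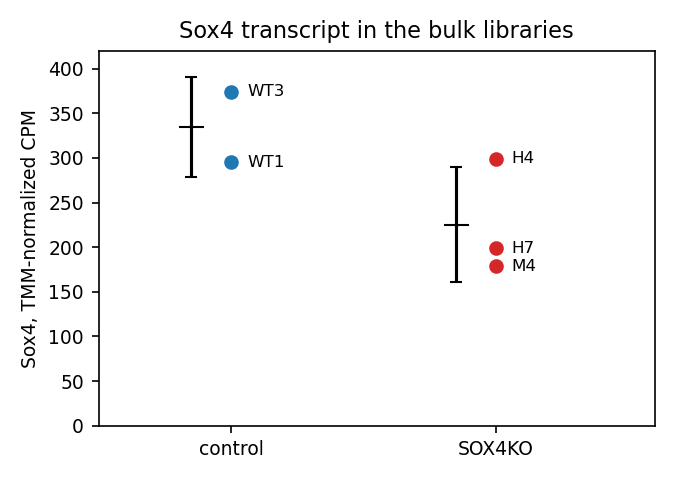
Sox4 transcript in the bulk libraries, as TMM-normalized CPM on the vertical axis for each control and SOX4 KO line (points), with the mean and SD of each group (bars). H4, at 299, lies above WT1, at 295, and the other SOX4 KO lines lie below both control lines.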

Besides the three lines used previously we chose an additional control and SOX4^KO^ organoid line (Supplementary Fig. 1A). Principal component analysis of the bulk RNA-sequencing data showed that SOX4^KO^ organoids are clearly distinct from control organoids (Fig. 2E). 

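On the 500 most variable genes after DESeq2's variance-stabilizing transformation, the first principal component held 63.9% of the variance, the second 16.6% and the third 14.2%. The control lines lay at −14.6 (WT1) and −17.1 (WT3) on the first component and the SOX4 KO lines at 10.9 (H7), 10.7 (M4) and 10.1 (H4). By Euclidean distance over these genes, WT1 and WT3 were 12.5 apart, the SOX4 KO lines were 19.6 to 20.8 apart, and lines of different genotype were 28.2 to 31.4 apart, so each between-genotype distance exceeded each distance within a genotype. Taking all genes moved the share of the first component most, to 48.5%.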

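Among the genes tested, edgeR called 479 higher and 254 lower in the SOX4 KO lines. In all 733 of them the SOX4 KO lines lay on one side of both control lines, which selecting genes on this split largely brings about. Over all genes tested this held for 36.9%, against the 20% that chance gives for 2 lines against 3. Genes are not independent, and the share was not computed for other splits of the lines. Of the 733, 517 changed at least 2-fold. With no filter beyond at least 1 count, the setting that moved the counts most, 1008 genes were higher and 678 lower. Among the leave-outs, leaving out WT3 moved them most, to 30 higher and 26 lower, of which 49 were called with all lines, and leaving out WT1 gave 93 and 37. In these fits the lone control line is assumed to vary like the SOX4 KO lines. Without M4, 624 genes were higher and 382 lower. DESeq2 called 658 genes higher and 306 lower, including 709 of the 733. Among the genes of lowest adjusted p in Supplementary Table 1, Serpinf1 (ENSMUSG00000000753) had 10.1 ± 1.07 CPM (SD, n = 2) in control and 468 ± 130 CPM (SD, n = 3) in SOX4 KO lines, a log2 fold change of 5.53 (standard error 0.33, adjusted p = 0.00118 in edgeR with Benjamini-Hochberg adjustment). Gucy1b1 rose by 2.90 on the log2 scale (standard error 0.22, adjusted p = 0.0018, same test), while Wif1 fell by 4.19 (standard error 0.37, adjusted p = 0.00451). Serpinf1, Gucy1b1 and Wif1 were called in each of the 5 leave-outs. Tfap2b (ENSMUSG00000025927, chromosome 1) had no count in either control line and 140, 94 and 148 counts in H7, M4 and H4. With the floor of 3 counts taken over the control group, it was at least 105-fold higher (adjusted p = 0.00118 in edgeR), and it was called in all 5 leave-outs. Rab6b likewise had no count in the control lines and 66, 26 and 26 in the SOX4 KO lines, at least 32.4-fold higher (adjusted p = 0.0166), called in 4 of 5 leave-outs. The next largest rises rested on very few control counts. 1500015O10Rik had 3 and 2 counts in the control lines and 1017, 367 and 65 in the SOX4 KO lines, a ratio of 239 (95% counting interval 102 to 736). Clca3a2 had a ratio of 148 (40.8 to 1229) and Otor of 94.1 (43.0 to 257). Their adjusted p in edgeR were 0.0345, 0.0675 and 0.0679, and all were called in at most 3 of 5 leave-outs. Among the falls, Celf6 had 25 and 36 counts in the control lines and none in the SOX4 KO lines, at least 24.7-fold lower. Tox, Fam180a, Ripply1 and Abca12 had at most 2 counts in any SOX4 KO line and control over SOX4 KO ratios of 77.7, 55.8, 44.9 and 35.2, with counting intervals from 5.84 at the lowest to 3116 at the highest. These intervals and floors cover counting error only. Mki67 fell by 0.85 (standard error 0.22, adjusted p = 0.0822 in edgeR), and was called in 1 of 5 leave-outs. Cdh1, at −0.32, Cdh2, at 0.49, Krt8, at −0.25, and Myc, at −0.19, were not called (adjusted p from 0.253 to 0.705).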

We found more than 900 genes that were significantly differentially expressed between control and SOX4^KO^ organoid lines (Fig. 2F–G, Supplementary Table 1). We compiled a ranked list of genes based on their difference in expression between control and SOX4^KO^ organoids. Gene set enrichment analysis (GSEA) was used to determine whether previously published genes involved in EMT were enriched in either control or SOX4^KO^ organoids. These analyses showed that mesenchymal genes were enriched in SOX4^KO^ organoids (Fig. 2H). 

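A list of 30 mesenchymal genes, of which 21 were tested, had a median log2 fold change of 0.69 and a mean of 0.62, and 17 of the 21 were higher in the SOX4 KO lines. It was past the threshold in limma's camera test with a preset correlation between genes of 0.01 (adjusted p = 0.00462, two-sided, Benjamini-Hochberg over 10 lists). Leaving out WT1 moved the median most, to 1.10. Without WT3 the median was 0.45 with an adjusted p of 0.323, which is not past 0.05. Over all genes tested, 3 members were called higher and 1 lower, and adjusted over the list alone 6 were called higher and 1 lower. Vim rose by 1.61 on the log2 scale (adjusted p = 0.0236 in edgeR), Snai2 by 1.25 (adjusted p = 0.0491) and Itgb3 by 0.95 (adjusted p = 0.043), while Col1a1 fell by 1.39 (adjusted p = 0.0624). Twist1 was at 0.59 and was not called (adjusted p = 0.125). The 14 tested genes of an epithelial list went the other way, with a median of −0.46, a mean of −0.39 and 11 of 14 lower (camera adjusted p = 0.00555), and no member was called by edgeR over all genes tested or adjusted over the list alone, with 5 lower and 1 higher at an unadjusted p under 0.05 and 2 called lower by DESeq2. Camera's preset correlation is below the correlations found in these lines, which ran from 0.0529 to 0.464 over the 10 lists. Of the 10 lists called by camera, none was past 0.05 after adjustment with limma's fry test (adjusted p from 0.126 to 0.23, with 3 lists at an unadjusted p under 0.05) or with the estimated correlation (adjusted p from 0.319 to 0.378, with 0 lists under 0.05 unadjusted).

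**Figure D2:**
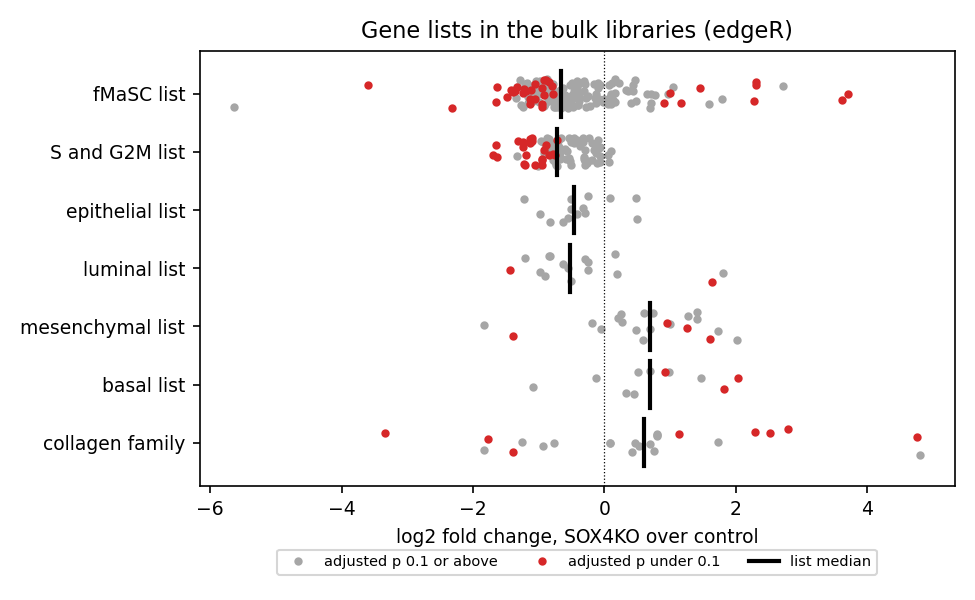
Log2 fold change, SOX4 KO over control, on the horizontal axis for each tested gene of 7 lists in the bulk libraries (points, red where the adjusted p from edgeR is under 0.1), with the list median as a bar. The medians run from −0.72 for the S and G2M list to 0.70 for the basal list.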

Taken together these data suggest that, in contrast to what might be expected, SOX4-deletion leads to an induction of mesenchymal gene expression in the PyMT-organoid model.

### SOX4 is required to maintain a fetal mammary stem cell gene expression program in mammary tumors

To characterize the differentially expressed genes between control and SOX4^KO^ organoids, the ToppGene portal [25] was utilized to identify significant enrichments in gene ontology. These analyses suggest that SOX4 regulates a wide variety of pro-oncogenic processes, including extracellular matrix remodeling, adhesion, blood vessel development and cell differentiation (Fig. 3A). Of these the most strongly affected biological processes were extracellular matrix remodeling and adhesion (Fig. 3A, Supplementary Fig. 4A). However, these processes were mostly associated with the genes that are upregulated in SOX4^KO^ organoids (Fig. 3A–B, Supplementary Fig. 4A). Conversely, the genes that were downregulated in SOX4^KO^ organoids were most strongly associated with cell-cycle regulation (Fig. 3C, Supplementary Fig. 4A). 

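Genes of the Reactome set for extracellular matrix organization were mostly higher in the SOX4 KO lines. Of 138 tested genes 106 were higher, with a median log2 fold change of 0.43 and a mean of 0.57 (camera adjusted p = 1.22e-06), and 26 were called higher against 6 lower, or 52 against 8 adjusted over the list alone. The Reactome set for integrin cell surface interactions had 33 of 47 tested genes higher, a median of 0.59 and a mean of 0.69 (camera adjusted p = 0.000923), with 9 called higher and 3 lower, or 19 and 4 adjusted over the list alone. Without WT3 its median was 0.25 and its adjusted p 0.134. The 24 tested genes of the collagen family were split. Their median was 0.61 and 17 of 24 were higher (camera adjusted p = 0.0447), but leaving out WT3 or H7 brought the adjusted p to 0.914 and 0.19, with medians of 0.31 and 0.55. Called over all genes were 5 higher and 3 lower, and adjusted over the list alone 12 and 4. Col18a1 rose by 2.29, Col16a1 by 2.52 and Col8a1 by 2.79 on the log2 scale, whereas Col2a1 fell by 3.34 (adjusted p from 0.0113 to 0.018 in edgeR with Benjamini-Hochberg adjustment).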

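The genes that mark S and G2M phase, 97 in all, behaved nearly as a block. Of 96 tested, 93 were lower in the SOX4 KO lines, with a median log2 fold change of −0.72 and a mean of −0.68 (camera adjusted p = 2.57e-20). By edgeR 23 were called lower over all genes tested and 53 adjusted over the list alone. None was called higher, by edgeR or DESeq2, and 0 were higher at an unadjusted p under 0.05. The Reactome cell cycle set, with 443 tested genes, moved less, with a median of −0.19, a mean of −0.27 and 324 genes lower (camera adjusted p = 2.4e-07). Of these, 3 were called higher and 19 lower, or 3 and 18 adjusted over the list alone. With each line left out in turn, the median of the S and G2M list stayed between −0.94 and −0.57 and that of the Reactome set between −0.25 and −0.15.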

Motif analysis for these genes indicated that SOX binding sites are the most prevalent binding sites found in promoter regions of these genes (Supplementary Table 2), which suggests the downregulated genes in SOX4^KO^ organoids are direct targets of SOX4.

**Fig. 3:**
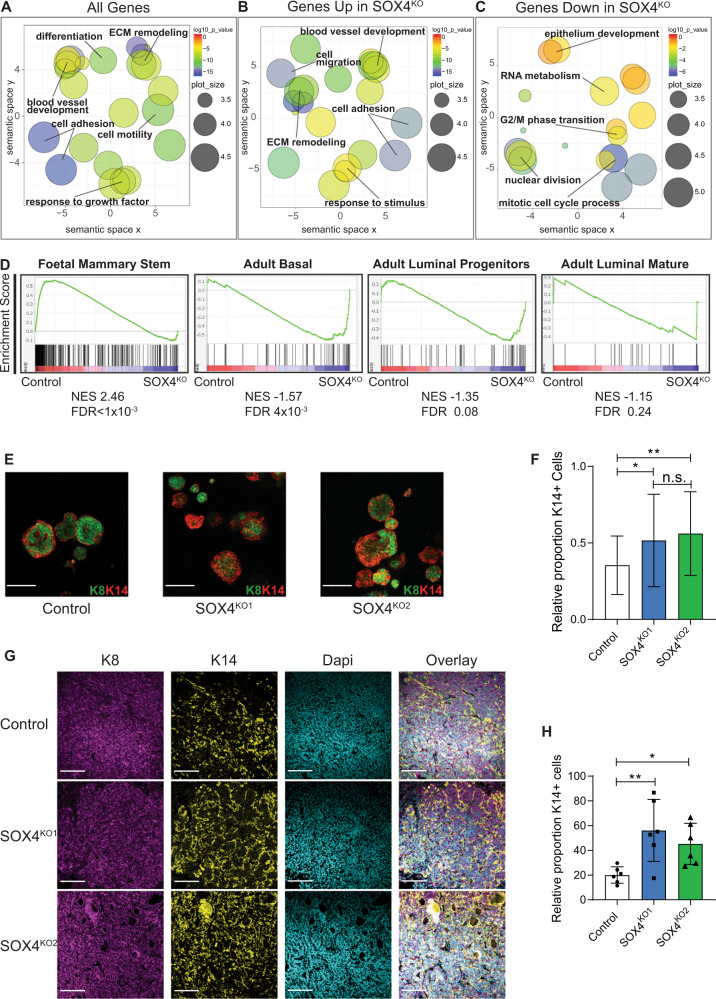
Loss of SOX4 is associated with an increase in mammary differentiation. **A** GO-term analysis of all differentially expressed genes. GO-terms are visualized by REVIGO to summarize similar GO-terms [44]. **B** GO-term analysis of 635 significantly upregulated genes in SOX4^KO^ organoids. **C** GO-term analysis of 304 significantly downregulated genes in SOX4^KO^ organoids. **D** GSEA comparing genes differentially expressed in SOX4^KO^ organoids to gene sets specific for fetal mammary stem cells, adult mammary basal cells, adult mammary luminal progenitors and adult mammary luminal mature cells (derived from [26]). **E** Confocal images of immunostaining for luminal marker K8 (green) and basal marker K14 (red) on organoids in vitro. **F** Quantification of proportion of organoids that exhibits predominantly K14 staining. Data is represented as average ± SD. ANOVA using Dunnett test for multiple comparisons was used to calculate *p*-values (n.s. = non-significant, *p < 0.05, **p < 0.01). Scale bar is 100 µm. **G** Confocal images of immunostaining for luminal marker K8 (magenta) and basal marker K14 (yellow) and DAPI (Cyan) on paraffin sections of lung metastases. Scale bar is 100 µm. **H** Quantification of K14-positive cells as a proportion the K8-positive cells, which make up all tumor cells. Data is represented as average ± SD. ANOVA using Dunnett test for multiple comparisons was used to calculate *p*-values (*p < 0.05, **p < 0.01).

We also compared SOX4-dependent genes to gene expression profiles of other cell-types using ToppCell Atlas [25]. There was a significant association of basal mammary genes with the list of all SOX4-dependent genes (Supplementary Fig. 4B). It has recently been suggested that SOX transcription factors are of major importance to mammary differentiation [26]. We compared SOX4-dependent differentially expressed genes to gene sets for cell types of specific stages and lineages during mammary development [26]. A loss of expression of fMaSC genes was observed in the SOX4^KO^ organoids. 

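The fMaSC genes were taken from Supplementary Table 3, which lists 244 genes where the paper gives 300 for the gene set. The running enrichment score of the listing ends at 0.0022, so the 244 cover the whole ranked list and not its top. Of these, 178 were tested and 139 were lower in the SOX4 KO lines, with a median log2 fold change of −0.66 and a mean of −0.45 (camera adjusted p = 2.22e-11). Over all genes tested 9 were called higher and 26 lower, and adjusted over the list alone 12 higher and 69 lower. A large part of the list consists of cell-cycle genes. The 84 tested genes that are also S, G2M or Reactome cell cycle genes had a median of −0.82, with 81 lower and 20 called, all lower. Without them, the median of the remaining 94 genes was −0.38, 58 of them were lower, and 9 were called higher against 6 lower. This part was past the threshold in limma's camera (adjusted p = 0.0227) but not in fry, even before adjustment. The first 10 genes of Supplementary Table 3, which the paper ranked on these same lines, were all lower, from Fbp1 at −2.32 to Kif11 at −1.20, with adjusted p between 0.0275 and 0.0927 in edgeR.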

The ‘core’ enrichment of fMaSC genes in control organoids (which are those genes that most strongly contribute to enrichment [27]) consisted of a large proportion of the fMaSC geneset (118/300), suggesting that SOX4 has a strong impact on fMaSC genes in PyMT tumor organoids (Supplementary Table 3). Conversely, we found an enrichment of basal genes in the SOX4^KO^ organoids, while luminal genes did not exhibit a significant enrichment in control or SOX4^KO^ organoids (Fig. 3D). 

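Genes were ranked on their DESeq2 log2 fold change, 17930 in all, and a preranked enrichment (fgsea, weight 1) was run on the 241 listed fMaSC genes that could be ranked. The normalized enrichment score was −1.65 (p = 3.12e-06, a permutation of the genes and not of the lines), and 119 genes formed the leading edge. From the size of the core enrichment among the fMaSC genes, the paper proposes that SOX4 has a strong impact on these genes in PyMT tumor organoids.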

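Of 15 basal markers, 11 were tested and 9 of them were higher in the SOX4 KO lines, with a median log2 fold change of 0.70 and a mean of 0.73 (camera adjusted p = 0.00752). Acta2, Tagln, Cnn1 and Myh11 had at most 5 counts in any line of either genotype and were not tested. Called higher were 3 genes, Oxtr at 2.03 (adjusted p = 0.0256 in edgeR), Sparc at 1.82 (adjusted p = 0.0891) and Jag2 at 0.92 (adjusted p = 0.0575), and 5 were called higher adjusted over the list alone. None was called lower by edgeR or DESeq2, and 0 were lower at an unadjusted p under 0.05. Krt14 differed more between the SOX4 KO lines than between the genotypes, with 107 CPM in H7, 601 in M4 and 187 in H4 against 235 and 240 in the control lines (log2 fold change 0.33, standard error 0.60, adjusted p = 0.834 in edgeR), and leaving out M4 turned it to −0.69. Of 20 luminal markers, 16 were tested and 12 were lower, with a median of −0.53 and a mean of −0.31 (camera adjusted p = 0.00881). Leaving out M4 brought this adjusted p to 0.069. Esr1 was called higher, at 1.64 (adjusted p = 0.039 in edgeR), and Cited1 lower, at −1.44 (adjusted p = 0.0565), and adjusted over the list alone 1 gene was higher and 4 were lower. In the preranked enrichment, with permutation of genes, neither list was past 0.05, with a score of 1.27 (p = 0.186) for basal and of −1.29 (p = 0.121) for luminal markers.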

By qRT-PCR we confirmed that expression of fMaSC genes was reduced in SOX4^KO^ organoids (Supplementary Fig. 4C). In contrast luminal markers showed variable correlation in SOX4^KO^ organoids (Supplementary Fig. 4D), while expression of basal markers was confirmed to be upregulated (Supplementary Fig. 4E). To further explore whether SOX4 is required for regulating differentiation of PyMT breast tumors we analyzed expression of the luminal marker Keratin 8 (K8) and the basal marker Keratin 14 (K14). These experiments showed that loss of SOX4 results in an increased number of K14-positive basal-like cells in organoids in vitro (Fig. 3E–F). In primary mammary tumors, the number of K14-positive cells appeared to be either very high or very low, precluding any conclusive analyses on the small number of SOX4^KO^ tumors (Supplementary Fig. 4F–G). However, in accordance with Cheung et al. [28] in lung tumors after tail vein injections, the number of K14-positive cells was on average higher than in the mammary glands. In these analyses SOX4^KO^ tumors in the lungs exhibited a higher proportion of K14-positive cells than the control tumors (Fig. 3G–H). In addition, the primary tumors and the lung tumors were histologically analyzed by H&E stainings and were classified by qualified pathologists into four categories of variable differentiation status (see materials and methods for more information). In the primary tumors we could not identify a correlation between morphology patterns and SOX4 (Supplementary Fig. 4H–I), possibly due to the low number of SOX4^KO^ tumors and the severe differences in tumor growth. In SOX4^KO^ lung tumors however, we found an increase in the number of tubular structures, which are more reminiscent of the normal mammary gland (Supplementary Fig. 4J–K). It has been been proposed that differentiated cells are required for establishing tubules in the normal mammary gland^29^ and our data supports this concept.

These data suggest that SOX4 impairs differentiation of mammary tumors at the cellular and tissue level. We then aimed to understand how SOX4 affects differentiation at single-cell resolution. To this end we performed single cell RNA-sequencing on organoids in vitro. 

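Single cells of 1 control line (GR17) and 2 SOX4 KO lines (GR18 and GR19) were grown as for the bulk libraries, sorted into the wells of 1 plate each, and sequenced by a plate method in which each transcript molecule carries a unique molecular identifier (UMI). The authors deposited UMI counts per gene and well, without normalization. Wells with at least 1000 UMIs were kept as cells, which gave 369 cells for GR17, 369 for GR18 and 362 for GR19. The kept wells held 7714119, 8009481 and 8296953 UMIs in all, with medians per cell of 19845, 20525 and 21877 UMIs and of 4653, 4711 and 4825 genes. Mitochondrial genes took 11.4%, 12.5% and 15.1% of the UMIs and the ribosomal transcript Rn45s 5.01%, 3.38% and 6.0%, so the libraries differed in these shares. For comparisons between libraries, UMIs were summed over the cells of a library, scaled to CPM, and compared on the log2 scale with 1 CPM added, over the 6303 genes with at least 20 CPM on average. There was 1 control library, so genotype, line and library cannot be separated, and no test was run on these data. Sox4 was counted at 118 CPM in GR17 (95% exact Poisson interval 111 to 126), 82.5 in GR18 (76.4 to 89.1) and 110 in GR19 (103 to 118), and the intervals of GR17 and GR19 overlap. At least a 2-fold difference of the same sign in both SOX4 KO libraries was found for 141 genes, 121 higher and 20 lower. With a pseudocount of 10 CPM this count was 85, with at least 50 CPM it was 62, and with GR18 left out it was 228, the largest move. Between GR18 and GR19 themselves, 47 genes were at least 2-fold apart.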

Data dimensionality reduction using Seurat showed that control organoids clearly clustered separately from the SOX4^KO^ organoids (Fig. 4A–B). 

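In the space of the first 10 principal components of log-normalized counts (2000 variable genes, Seurat), the 20 nearest neighbours of a control cell were control cells in 91.6% of cases, against 33.5% by the number of cells. For cells of GR18 and GR19, 95.1% and 98.2% of the neighbours came from a SOX4 KO library, against 66.4% by cell number. The SOX4 KO libraries were also apart from each other. Cells of GR18 had 67.9% and cells of GR19 71.2% of their neighbours in their own library, where their numbers alone give 33.5% and 32.9%. Regressing out the cell-cycle scores raised the share for control cells to 94.3%, and taking 50 neighbours moved it most, to 87.5%.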

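Clustering at a resolution of 0.5 gave 7 clusters, which are lettered A to G from the largest to the smallest. Of the 369 control cells, 227 were in cluster A and 103 in cluster F, together 89.4%, and 2.74% of the SOX4 KO cells were in the same pair of clusters. The distance between the centers of A and F in the principal components was 13.8, and the centers of all clusters were 13.0 to 29.0 apart. The nearest pair was A and C, at 13.0, and C held no control cells, so A was slightly nearer to C than to F. Cluster A held 5 SOX4 KO cells among 232, so nearly all of its cells are control cells. At a resolution of 0.3 there were 4 clusters, and the pair with the most control cells held 97.6% of them and 34.6% of the SOX4 KO cells.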

The control organoids were mostly found in 2 relatively similar clusters (clusters 3 and 4). The SOX4^KO^ organoids however were found in 3 clusters, of which cluster 1 was more distantly related to clusters 0 and 2 (Fig. 4B–C). 

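Most SOX4 KO cells fell into 5 of the lettered clusters, each of which held cells of both SOX4 KO libraries. Cluster B had 114 cells of GR18 and 98 of GR19, cluster C 80 and 78, cluster D 43 and 74, cluster E 63 and 54, and cluster G 56 and 51. Control cells were absent from C and G (0 of 369, which allows a share of up to 0.813%) and made up 4.07% of B, 12.0% of D and 10.7% of E. Clusters C and G were 14.5 apart. Cluster E was 26.7 from C and 27.5 from G, and nearer to D, at 18.6. Cluster B was 20.1 from both C and E.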

For each cluster, sets of significantly up and downregulated genes were compiled (Supplementary Table 4). These cluster-specific gene sets showed that there was a strong correlation between the bulk sequencing and the single cell sequencing experiments (Supplementary Fig. 5A), strengthening the validity of both datasets.

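Across the 6188 genes tested in bulk that also reached the CPM minimum in single cells, the bulk log2 fold change and the log2 ratio of the library sums had a Pearson r of 0.333 and a Spearman rho of 0.322. Genes are not independent replicates, so no p is given. The control libraries of the 2 experiments are separate. For GR18 alone r was 0.362 and for GR19 alone 0.281. Restricting to the 357 genes called in bulk moved it most, to an r of 0.622. Of these, 262 (73.4%) had the same sign in both, namely 187 of the 256 called higher and 75 of the 101 called lower. Tfap2b, at 0 of 369 control cells (which allows a share of up to 0.813% of cells with a UMI), had a UMI in 65.3% of the cells of GR18 and 63.5% of GR19.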

**Fig. 4:**
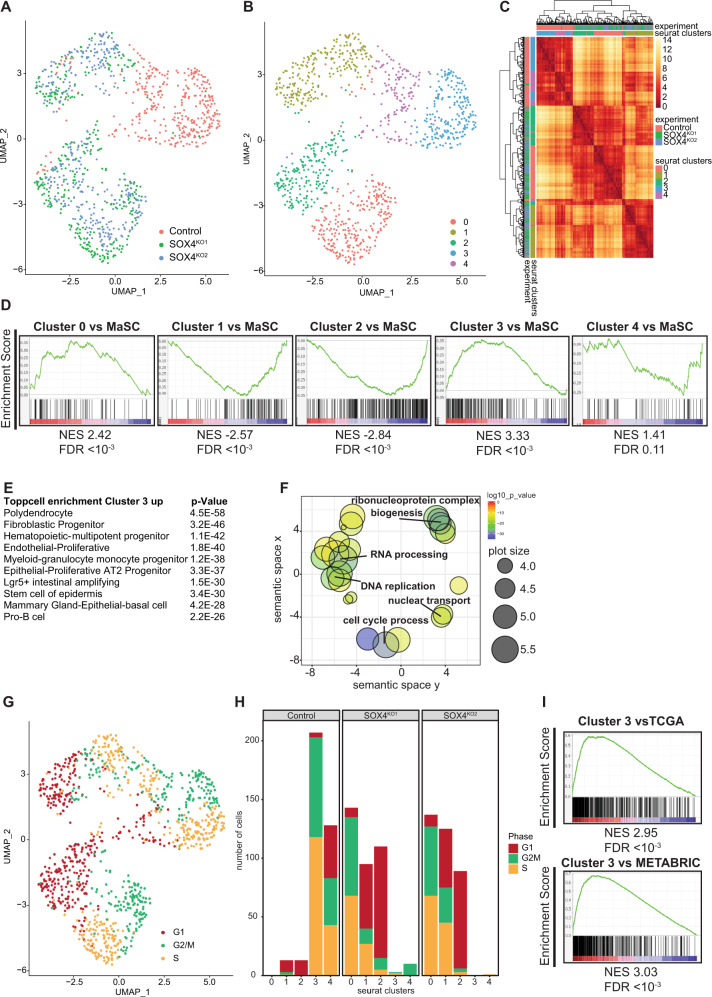
SOX4 is required for maintaining a progenitor cell cycle program. **A** UMAP projections of single cell RNA-sequencing analyses of control and SOX4^KO^ organoids color-coded for organoid line of origin. **B** UMAP projections of single cell RNA-sequencing analyses color-coded for clusters. **C** Heatmap depicting distance between clusters. **D** Gene Set Enrichment Analyses comparing genes specifically upregulated in the 5 clusters to genes specific to fMaSC [29]. **E** Top10 cell types exhibiting significant enrichment for genes specifically upregulated in cluster 3 (compared to all other clusters) as determined by Toppcell Atlas. **F** GO-term analysis of genes upregulated in cluster 3 compared to other clusters. **G** UMAP projections of single cell RNA-sequencing analyses color-coded for cell cycle phase classification. **H** Cell cycle phase classification quantified per cluster. **I** GSEA comparing genes ranked on their degree of co-expression with SOX4 in the TCGA and METABRIC datasets (Supplementary Table 6) to genes upregulated in cluster 3.

The cluster-specific genes were compared to signature gene sets for adult basal, adult luminal and fetal mammary stem cells that were previously determined by single-cell sequencing [29]. In accordance with the bulk sequencing, we found that cluster 3, which contained the majority of the control cells, exhibited strong enrichment for fMaSC genes (Fig. 4D). In contrast, the clusters 1 and 2 exhibit a negative correlation with fMaSC genes indicating that these are found in a less undifferentiated state (Fig. 4D). Indeed cluster 1 cells express many luminal genes, while specific basal genes correlated most strongly with cluster 2 (Supplementary Fig. 5B-C). 

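Summed over whole libraries, 95 of 117 fMaSC genes were lower in the SOX4 KO libraries, with a median log2 ratio to control of −0.32 (−0.33 in GR18 and −0.32 in GR19). This is below all of 10000 random gene lists matched on expression, a description of these libraries and not a test. The list is that of Supplementary Table 3, whereas the paper set its clusters against signatures from an earlier single-cell study. The cell-cycle genes in the list were not taken out here. Relative to the mean of the 7 clusters, the list was highest in clusters G, at a median of 1.01 on the log2 scale, A, at 0.83, D, at 0.67, and C, at 0.52. It was lowest in clusters B, at −1.48, and E, at −1.40, and near 0 in F, at −0.08. Control cells made up 97.8% of A and 87.3% of F, but 12.0% of D, 10.7% of E and 4.07% of B, and were absent from G and C. Both the highest and the lowest values were thus in clusters of mainly SOX4 KO cells. The S and G2M genes were likewise highest in G, at 0.81, followed by A, at 0.79, D, at 0.68, and C, at 0.60, with F at −0.09, and lowest in B, at −1.28, and E, at −1.30. With a pseudocount of 10 CPM, the setting that moved it most, the median over whole libraries was −0.28.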

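The luminal markers were highest in clusters E and D, with medians of 1.54 and 1.15 relative to the mean of the clusters, and the basal markers were lowest there, at −2.06 and −2.20. The basal markers were highest in cluster B, at 1.36, followed by G, C and A, at 0.81, 0.81 and 0.76. Mesenchymal genes were at 0.55 in B and at −0.75 in D. Over whole libraries, the 12 luminal markers with enough UMIs had a median log2 ratio of SOX4 KO to control of 0.48 (0.28 in GR18 and 0.56 in GR19), above 99.98% of random lists matched on expression. Csn3 varied most, with 101 CPM in GR17, 391 in GR18 and 1754 in GR19. The 8 basal markers did not move as a group, with a median of 0.10 and a mean of −0.68. They were at 0.15 in GR18 and −0.32 in GR19, and Krt17 was at 152 CPM in GR17 and at 4.49 and 1.45 CPM in the SOX4 KO libraries. Krt14 was counted at 1586, 1662 and 1019 CPM and Krt8 at 581, 709 and 884 CPM in GR17, GR18 and GR19.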

Finally, Cluster 0 does exhibit enrichment for fMaSC genes (Fig. 4D), but these cells have a lower number of genes in common with the fMaSCs in comparison with cluster 3 cells indicating that cluster 0 cells are less stem-like than cluster 3 cells (Supplementary Fig. 5D-E). Taken together, these data suggest that SOX4 is required to maintain PyMT mammary tumor cells in an undifferentiated state.

### SOX4 regulates a conserved progenitor cell-cycle gene expression program

To understand whether SOX4 has a general role in regulating progenitor gene expression, we assessed which cell types exhibit significant correlation with the genes upregulated in cluster 3 using ToppCell Atlas. We found that SOX4-dependent genes were almost exclusively correlated with gene expression programs of stem/progenitor cells (Fig. 4E). Among these were polydendrocytes [30], LGR5 ^+ ^intestinal cells [31], multipotent hematopoietic cells [32, 33], skin stem cells [34] and pro-B-cells [35]. These are specific cell types that have previously been shown to rely on SOX4-activity for their maintenance [30–35]. In contrast clusters 1, 2 and 4 were more associated with differentiated cell types (Supplementary Table 5). To understand the consequences of this progenitor gene expression program we performed GO-term analysis of cluster 3 genes. This showed that these genes were associated with cell cycle progression, DNA biosynthesis, RNA processing and ribosome biogenesis (Fig. 4F, Supplementary Fig. 6A). These processes are all essential for cycling of (tumor) cells and this indicates that SOX4 is essential to keeping the cells in a state that is primed to maintain active cycling. Unbiased comparison to Hallmark gene sets in GSEA showed strongest enrichment of genes involved in G2/M progression and for target genes of E2F and MYC which are well-known for their role in cell cycling and cancer. This was specific to the SOX4-dependent cluster 3, while clusters 1 and 2 exhibited negative enrichment for such genes (Supplementary Fig. 6B–K). 

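Of the S and G2M genes, 90 had at least 20 CPM on average, and 80 of them were lower in the sums of the SOX4 KO libraries, with a median log2 ratio to control of −0.35 (−0.38 in GR18 and −0.33 in GR19), below all random lists of this size. Top2a was at 345 CPM (95% exact Poisson interval 332 to 358) in the control library and at 215 (205 to 225) and 217 (208 to 228) in GR18 and GR19, and Ccnb1 at 143 (135 to 152) against 94.3 (87.7 to 101) and 99.2 (92.5 to 106). Mki67 was not lower in both SOX4 KO libraries, with 232 CPM (221 to 243) in control, 222 (212 to 233) in GR18 and 267 (256 to 278) in GR19.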

To further investigate the cell cycle-related gene expression of these organoids, we calculated expression scores of S- and G2/M-specific genes, and assigned cell cycle phase predictions to each cell. 

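Phases were called from the summed expression of 43 S and 54 G2M genes, scored over all cells together (Seurat, CellCycleScoring). Among the lettered clusters, B had 10.4% of its 221 cells in S or G2M phase (exact binomial interval 6.71% to 15.2%) and E 10.7% of 131 (5.97% to 17.3%). In cluster F 49.2% of cells were called S or G2M (39.8% to 58.5%). In the remaining clusters nearly all cells were, from 97.47% in C (93.7% to 99.3%) to 99.1% in G (94.9% to 100.0%), with 97.8% in A and 97.7% in D.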

We observed that the more differentiated clusters 1 and 2 contained very low numbers of cells with a cycling gene expression profile (Fig. 4G–H). Therefore, the proportion of cycling cells was clearly decreased in SOX4^KO^ organoids (Fig. 4H).

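Over whole libraries, 78.9% of control cells (291 of 369, 95% exact binomial interval 74.3% to 82.9%) were called S or G2M, against 55.8% in GR18 (206 of 369, 50.6% to 60.96%) and 59.4% in GR19 (215 of 362, 54.1% to 64.5%). The mean of the SOX4 KO libraries was 21.2 points below control, a fall in the share that exceeds the gap between the SOX4 KO libraries, whose intervals overlap. Cells in S phase made up 43.6%, 27.6% and 33.4%, and cells in G2M phase 35.2%, 28.2% and 26.0%. With cells thinned to 10563 UMIs, which left out 38, 45 and 27 cells with fewer, the shares were 80.1%, 54.9% and 59.4%. The setting that moved the difference most was a fixed cutoff of 2 UMIs of S and G2M genes per 1000 UMIs, which called 95.7%, 82.9% and 83.7% of cells. A phase call rests on transcripts of these genes and does not measure division. From the few cycling cells in its more differentiated clusters, the paper concludes that the proportion of cycling cells was decreased in SOX4 KO organoids. By propidium iodide and Ki67 staining of organoids in vitro, however, the paper reports no significant difference in phase or in Ki67-positive cells. It also reports slightly increased proliferation of the SOX4 KO lines in vitro.

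**Figure D3:**
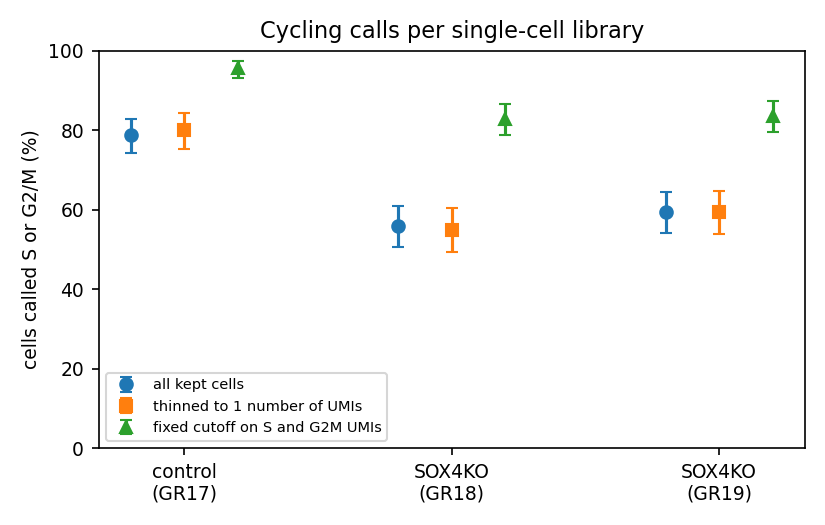
Percent of cells called S or G2/M on the vertical axis for each single-cell library, for all kept cells, for cells thinned to 1 number of UMIs and with the fixed cutoff, with 95% exact binomial intervals as bars. The control library is above both SOX4 KO libraries in each, at 78.9%, 80.1% and 95.7%.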

To interrogate whether these findings recapitulated the role of SOX4 in human mammary tumors, we used the cbioportal resource [36, 37]. We compiled ranked lists of genes based on their co-expression with SOX4 in human breast cancers in the TCGA and METABRIC studies [38, 39] (Supplementary Table 6). These ranked lists were compared to the cluster 3 genes. This showed a significant positive correlation of genes in cluster 3 with the genes that were co-expressed with SOX4 in human cancers (Fig. 4I).

In accordance the genes that were co-expressed with SOX4 in the TCGA and METABRIC studies showed enrichment for GO-terms (Supplementary Fig. 6A) and Hallmark datasets (Supplementary Fig. 6L–M) associated with cell cycle progression. These were identical to the GO-terms and Hallmark datasets that were found to be enriched for in cluster 3 genes. Finally, to test the specificity of these findings we also assembled lists of genes co-expressed with SOX10 and TWIST in METABRIC (Supplementary Table 6). We performed similar analyses for SOX10 [26], as an alternative SOX transcription factor, and Twist, as an EMT transcription factor, to exclude the possibility that this approach would simply yield identical results for any SOX- or for any EMT transcription factor. For SOX10 and TWIST the co-expressed genes did not show strongest association to cell-cycle related hallmark datasets (Supplementary Fig. 6N–O), indicating that our findings were specific to SOX4.

Taken together, these data suggest that SOX4 is required for maintenance of a progenitor-like gene expression program that stimulates cell cycle progression in mammary tumors.

### SOX4 regulates tumor growth in a cell-autonomous manner

The lack of growth of SOX4^KO^ tumors and the single cell RNA-sequencing data suggest that SOX4 regulates cycling of tumor cells. Downregulation of cell cycle genes was confirmed by qRT-PCR (Supplementary Fig. 7A). However, we did not find any significant differences in cell cycle phase by Propidium Iodide staining nor in the number of proliferative Ki67 positive cells on organoids in vitro (Supplementary Fig. 7B–E). We hypothesized that the differences in cell-cycle related gene expression would only have a more relevant functional effect in vivo. Indeed, SOX4^KO^ tumors showed reduced Ki67 staining in primary mammary tumors and in metastatic lung tumors after tail vein injections (Fig. 5A–B; Supplementary Fig. 7F–G). In addition, tumors were stained for phospho-Histone H3 (Ser10), which marks cells that are in G2-M phase transition. While Ki67-positive cells were highly abundant and found throughout the tumors, phospho-Histone H3 positive cells were much less frequently found and mostly present at the periphery of tumors. Quantification of phospho-Histone H3 expression showed that SOX4^KO^ tumors, both in the mammary gland and in the lungs, exhibit a lower number of cells in G2-M phase (Fig. 5C–D; Supplementary Fig. 7H–I). These findings coupled to the RNA-sequencing analyses suggest that SOX4^KO^ cells have a lower expression of cell cycle regulatory genes, which results in reduced tumor growth due to reduction of proliferative cycling cells.

**Fig. 5:**
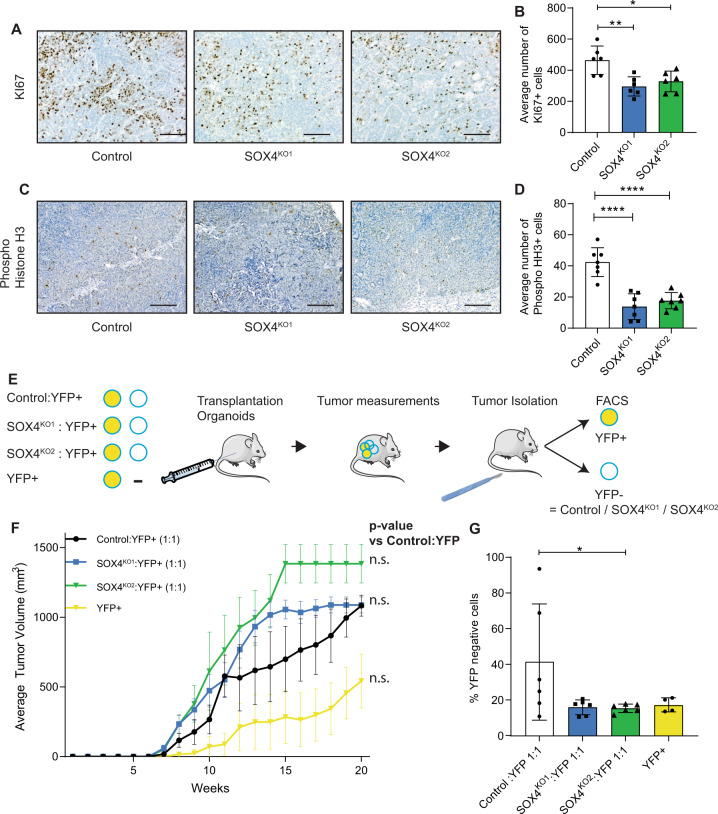
SOX4 is required for tumor proliferation in a cell-autonomous manner. **A** Ki67 staining on paraffin sections of lung metastases. Scale bar is 100 µm. **B** Quantification of Ki67^+^-cells in control and SOX4^KO^ tumors in lungs. Data is represented as average ± SD. ANOVA using Dunnett test for multiple comparisons was used to calculate *p*-values (*p < 0.05, **p < 0.01). **C** Phospho-Histone H3 (Ser10) staining on paraffin sections of lung metastases. Scale bar is 100 µm. **D** Quantification of phospho-Histone H3-positive cells in control and SOX4^KO^ tumors in lungs. Data is represented as average ± SD. ANOVA using Dunnett test for multiple comparisons was used to calculate *p*-values (****p-value < 0.0001). **E** Schematic representation of experimental setup for cell competition assay. Organoid mixtures were transplanted orthotopically in mammary fat pads of recipient mice. Mixtures consisted of 50% YFP + organoids and 50% of indicated organoids (control, SOX4^KO1^, SOX4^KO2^) or unmixed YFP + organoids. Tumor growth was measured over time. Mice were sacrificed when tumor volume reached 1000 mm^3^ and tumors were subjected to FACS to determine the percentage of YFP + and YFP- cells. **F** Growth curves for tumors after mammary transplantation of indicated mixtures of organoids. Data are represented as mean tumor volume (mm^3^). *P*-values were determined to be non-significant (> 0.05) by the “compare growth curves” method [41]. **G** Quantification of YFP negative cells (% of all tumor cells) as determined by flow cytometry for YFP on tumors.

Since SOX4 regulates cell cycling, cells with high SOX4 expression may out-compete cells with low SOX4 expression. To test this we compared the growth of SOX4-proficient and SOX4^KO^ cells in the same experimental animal. We used an independent organoid line (YFP+ organoids) which was derived from a *MMTV-PyMT; MMTV-Cre; R26R-YFP; E-cad-mCF*P mouse model [8] and which could be distinguished from control/SOX4^KO^ organoids by flow cytometry. We mixed single cell suspensions of control/SOX4^KO^ organoids with YFP+ organoids (after independent growth in vitro). These mixtures were transplanted into mammary fat pads (Fig. 5E–F) and we found that, for the control:YFP+ mixtures, the control organoids comprised 41% of all analyzed tumor cells (Fig. 5G) indicating that control and YFP+ organoids exhibit comparable growth potentials in vivo. Tumors that consisted of mixtures of SOX4^KO^ cells with YFP+ cells showed no significant differences in growth to the mixtures of control cells with YFP+ cells (Fig. 5F, Supplementary Fig. 7J). However, flow cytometry analyses showed that the vast majority of cells within tumors derived of mixtures of SOX4^KO^ cells and YFP+ cells were in fact YFP+ cells (Fig. 5G). These data indicate that SOX4-deficient cells are severely compromised in tumor growth, even in the presence of SOX4-proficient cells.

Taken together these data suggest that SOX4 affects tumor growth by maintaining a stem/progenitor gene program which regulates proliferative capacity in a cell-autonomous manner.

## Discussion

In this study RNA-sequencing data demonstrated that SOX4 is required to regulate a fetal mammary stem cell gene program which is abundant in cell cycle genes. In a recent study Dravis et al. performed transcriptomic and epigenetic analyses on fMaSC. In support of our study they found that fMaSCs exhibit multi-lineage potential and that many fMaSC genes contain SOX-binding sites [26]. Here, we show that SOX4 mediates breast tumor-progression through maintenance of fMaSC gene expression. In addition, we show that the fMaSC gene program impairs differentiation and is essential to cell cycling. Functionally, the genes regulated by SOX4 are involved in control of cell division. In accordance, both primary and secondary tumors are strongly impaired in growth and exhibit reduced proliferation due to loss of SOX4. Moreover, in SOX4^KO^ organoids we found an increase in cells exhibiting more differentiated gene expression patterns, particularly of adult basal cells. An increase in the number of K14-positive basal-like cells was also found in SOX4^KO^ lung tumors. Terminally differentiated cells within tumors have often been associated with an inability to cycle and to fuel tumor growth [10–12]. In our experiments we find indeed that SOX4^KO^ tumors exhibit a reduced number of Ki67+ proliferative cells and a lower number of phospho-HistoneH3+ cells indicating a lower number of cells in G2M phase transition. Together these data suggest that loss of SOX4 results in a higher proportion of differentiated post-mitotic cells.

Impairing differentiation reflects a general role for SOX4 in maintaining progenitor identity since SOX4-dependent genes were also enriched for genes specific to other progenitor cell types. Compellingly, we found association to the very progenitor cell types that SOX4 has been shown to be essential for in normal developmental and homeostatic processes such as polydendrocytes, multipotent lymphoid progenitors, pro-B-cells, LGR5+ intestinal stem cells and skin stem cells [30–35]. Until now, it has remained elusive which mechanisms underlie the activity of SOX4 in such a broad array of cells. Here we show that SOX4 impairs differentiation and enforces cell cycle gene expression programs that may be relevant to all of these diverse cell types. Our findings suggest that SOX4 expression in mammary tumors leads to re-activation of such developmental gene programs. Considering the broad deregulation of SOX4 expression in cancer this may occur in other tumor types as well. We propose that SOX4-mediated cell-cycle regulation is a major underlying aspect in human breast cancer development. This is supported by the findings that the SOX4-dependent genes in PyMT tumor-organoids strongly overlap with genes correlating with SOX4 in human mammary tumors in the TCGA and METABRIC studies and the previously published correlation of SOX4 and mitotic index in breast cancer patients [17].

The degree to which SOX4 can regulate cell cycling clearly depends on the niche as we find larger differences in proliferation in the breast niche than in the lung niche. Moreover in vitro loss of SOX4 does not affect proliferation or cell cycle regulation, presumably because the continuous supply of oxygen, growth factors and nutrients masks inherent differences in the ability to proliferate and cycle. Our data shows that in vivo loss of SOX4 does result in a reduced number of proliferative cells and the number of cells in G2M phase. We speculate that the more challenging in vivo environment selects for cells with high expression of cell cycle related genes to grow out, which are strongly reduced in SOX4^KO^ tumors.

Our data suggests that SOX4 regulates mammary tumor growth in the PyMT model independently of promoting EMT. In contrast, ourselves and others have previously shown that SOX4 positively regulates EMT in mammary epithelial cells [21–23]. In the current study we found that a loss of SOX4 in PyMT breast tumor organoids is not associated with a corresponding loss of E-cad^LO^ cells. RNA-sequencing even suggests that loss of SOX4 directs PyMT organoids to a more mesenchymal state. While these findings appear at first to be counterintuitive, they may be explained through the context-dependent nature of SOX4 DNA-binding and experimental differences between the various studies. We have previously shown that SOX4 relies on a pre-existing epigenome, signaling pathways and protein levels to determine its target genes [16, 17]. The luminal ductal PyMT organoid in vivo model is distinct from the in vitro cell lines that have previously been used to demonstrate that SOX4 regulates EMT [17, 21–23]. These cell lines were either untransformed mammary epithelial cells such as HMLE [17], MCF10A [22] and NMuMG [23] or more mesenchymal tumor cells (MDA-MB-231, MCF10A-RAS, Py2T) [17, 22, 23]. It is worth noting that only a very limited number of cells undergo full EMT in the PyMT model [8], but many tumor cells are found in an intermediate state, which better reflects human breast tumors than most cell lines [8, 9, 40]. In tumors from a basal or claudin-low subtype the epigenetic and signaling context may be more permissive for SOX4 to induce EMT.

Our study further supports the current dogma that EMT and tumor stemness are uncoupled [4, 8, 24]. SOX4^KO^ organoids exhibit impaired tumor growth in primary tumors but this is independent of EMT. Similarly, SOX4^KO^ organoids were found to exhibit decreased potential for forming metastatic colonies in the lung after injection in the tail vein. Our findings suggest that the fMaSC gene program is a driving factor for mammary tumor proliferation and acts distinctly from EMT. It should be interesting to interrogate whether the re-expression of proliferative fMaSC genes is a general mechanism by which mesenchymal cells acquire the potential to grow out into (epithelial) tumors.

The central concept emerging from this study proposes that SOX4 maintains cells in an undifferentiated state and promotes cell cycle progression. This function is most likely critical for progression of both solid and hematological cancers, and mirrors its ability to maintain progenitor pools in embryonic development. Future work should be aimed at developing methodologies to interfere with SOX4-functionality, thereby stimulating differentiation of tumor cells to a post-mitotic state.

## Materials and methods

### Cell Culture of PyMT tumor organoids

Organoids were derived as described previously [8]. Organoids were cultured in drops of 50 μL matrigel. The organoids were cultured in DMEM/F12 + Glutamax + HEPES + Penicillin-Streptomycin with 2% B27-Supplement and 12.5 ng/mL Recombinant Human Fibroblast Growth Factor-basic.

### Organoid transplantation and mastectomy in mice

Control, SOX4^KO1^ and SOX4^KO2^ organoids were harvested and made into single cell suspensions using trypsinization. Per mouse 250,000 cells were injected in 100 μL PBS. Tumor growth was measured using a caliper. If the mouse developed a tumor of 1000 mm^3^, a mastectomy was performed. All mice were sacrificed 3 weeks after mastectomy or at 16 weeks after transplantation. Metastases were quantified by eye by two independent researchers after careful inspection of the lungs.

## Supplementary information

Supplementary Information and Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

## Data Availability

RNA-sequencing data generated in this study has been deposited to GEO and is available under GSE153190.

How the deposited data were processed for this re-analysis (not part of the article)

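Bulk RNA-sequencing covered 2 control and 3 SOX4 KO lines of PyMT tumor organoids, and single-cell RNA-sequencing covered 1 control and 2 SOX4 KO lines. For the bulk libraries, the authors deposited raw counts of reads per gene, made with htseq-count, and no normalization had been applied. For the single-cell libraries, the authors deposited UMI counts per gene and well of a plate, also without normalization. The aligner, the genome build and the annotation behind both kinds of counts are not named in the paper's text, and the supplementary information file was not available to be read. Gene identifiers were matched to symbols, positions, lengths and GC content of the GENCODE mouse annotation of GRCm38. The labels give the clone of each library but not its number in the paper, so lines are named by their labels.

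The bulk libraries held 3050323 to 4678497 reads counted on genes, with 14648 to 15378 genes counted at least once. The share of mitochondrial genes was 3.97% to 7.66%. The common dispersion was 0.0429. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment, with genes called at an adjusted p under 0.1. The standard error of a log2 fold change was derived from the fold change and its F statistic. Principal components used DESeq2 1.42.0 (vst, 500 most variable genes). Gene lists were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, two-sided, with a preset correlation of 0.01, adjusted over 10 lists and called under 0.05. Preranked enrichment used fgsea 1.28.0. No paired test was run, because the lines are independent clones.

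The lists were the genes of Supplementary Table 3 (fMaSC), the S and G2M genes of Seurat matched to mouse symbols by case, Reactome sets for extracellular matrix organization, integrin cell surface interactions and cell cycle, the collagen family by symbol, and lists of 30 mesenchymal, 16 epithelial, 15 basal and 20 luminal genes. Gene lists, tests, alternatives and the rule for naming genes were chosen before the data were examined, except where an alternative is said to have been chosen later. Genes were named if the paper's text names them, if they were among the 5 largest rises or the 5 largest falls that were called with both groups apart, if they were among the 5 genes of lowest adjusted p in Supplementary Table 1 or the first 10 of Supplementary Table 3, or if they belonged to a fixed list. A gene outside this rule is said to have been named after its values were seen.

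Single-cell wells were kept with at least 1000 UMIs, which left out 15, 15 and 22 wells in GR17, GR18 and GR19. Wells with over 2 times the median of their library numbered 8, 20 and 11. Cells were analysed with Seurat 5.3.0 (LogNormalize, 2000 variable genes, 10 principal components, 20 nearest neighbours, resolution 0.5). Genes seen in fewer than 3 cells were left out of this step, a minimum chosen after seeing the data. Cluster letters are not the cluster numbers of the paper. List values of a cluster are medians over genes of the log2 of its summed CPM minus the mean of that value over the 7 clusters. List values of a library are medians over genes with at least 20 CPM on average, with 1 CPM added, and were placed among 10000 random lists drawn within 20 bins of expression. Shares of cells have exact binomial (Clopper-Pearson) intervals and CPM have exact Poisson intervals, at 95%, and a count of 0 was given a floor of 3 counts. With 1 control library no p was computed.

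Alternatives covered DESeq2, DESeq2 size factors, filters on low counts, thresholds, other set tests, each line or library left out in turn, UMI minimums of 500 and 2000, a CPM minimum of 50, a pseudocount of 10 CPM, 20 principal components, 50 neighbours, thinning of cells and a fixed cutoff for cycling. The steps were tested on simulated data. In a simulated bulk comparison of 3 lines against 2 with 200 of 11682 genes changed 3-fold, edgeR recovered 196 and called 9 unchanged genes, and DESeq2 recovered 195 and called 14. For that comparison 5.7% of 1000 unchanged lists had p under 0.05 in fry and 0.1% in camera, with genes simulated as independent. In simulated library sums of 2 SOX4 KO libraries and 1 control library, all 171 changed genes and 0 unchanged genes were past the fold, and 4.5% of 200 unchanged lists fell outside the central 95% of random lists. These sums held a 3-fold change and counting error only, so they cannot show how spread between lines affects the rule. The search for SOX motifs in promoters was not run, because it needs a genome sequence. Quantitative PCR, staining, Western blots, tumor growth and human tumor data were not analysed here.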

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

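The comparison with shrunken (betaPrior) DESeq2 fold changes was chosen only after the results were seen, and the other tests in this part were set earlier.

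Tfap2b and Rab6b were counted in every SOX4 KO line and in neither control line, at least 105-fold and at least 32.4-fold higher, and both are listed in Supplementary Table 1 without being discussed in the paper's text. Depth does not account for this, since WT3 was the deepest library. In single cells, Tfap2b had a UMI in 0 of 369 cells of GR17 (up to 0.813%) and in 65.3% and 63.5% of cells of GR18 and GR19, at 67.8 and 67.4 CPM. Cells of another type mixed into the SOX4 KO lines would place these UMIs in a minority of cells. They were instead found in every cluster with at least 20 SOX4 KO cells, in 57.3% (cluster E) to 73.4% (cluster C) of them, which argues against such a mixture. Rab6b gave only 0, 10 and 2 UMIs in GR17, GR18 and GR19, too few to place. A difference between clonal lines that SOX4 did not cause stays open. Split by genotype, 4 genes were at 0 in all lines of one group with at least 10 counts in every line of the other, against at most 1 gene in each of the other 9 splits of the lines into 2 and 3. The other genes were Celf6, at least 24.7-fold lower, and Zc2hc1c, at least 8.5-fold lower, which was named after its values were seen and had too few counts to be tested. With 10 splits in all this comparison cannot exclude chance, and clonal origin and loss of SOX4 cannot be told apart, because every SOX4 KO line is its own clone and none had SOX4 restored. Loss of SOX4 acting on Tfap2b is consistent with the values and remains a hypothesis.

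1500015O10Rik, Clca3a2 and Otor were higher in every SOX4 KO line, with ratios of 239, 148 and 94.1, but are not among the genes of Supplementary Table 1. Their counts differed widely between the SOX4 KO lines, with 1017, 367 and 65 for 1500015O10Rik, 67, 7 and 286 for Clca3a2 and 587, 55 and 43 for Otor in H7, M4 and H4. The calls depend on the tool. The adjusted p were 0.0345, 0.0675 and 0.0679 in edgeR, 5.61e-06, 0.00351 and 0.000955 in DESeq2, and 0.12, 0.291 and 0.231 in DESeq2 with shrunken fold changes, all with Benjamini-Hochberg adjustment. With 1 line left out in turn, the adjusted p in edgeR reached 0.306, 0.455 and 0.424. An artifact of the bulk libraries was tested on the single-cell sums, where 0 of the listed genes were above control in both SOX4 KO libraries with intervals apart. 1500015O10Rik was at 1.17 CPM (0.533 to 2.21) in GR17, 7.99 (6.15 to 10.2) in GR18 and 1.93 (1.1 to 3.13) in GR19, and the other genes have no entry in the single-cell files under these symbols. The files use older symbols, and their entry Clca2, named here after its values were seen, had 0 UMIs in GR17, 244 in GR18 (30.5 CPM) and 785 in GR19 (94.6 CPM). Clca2 is a former symbol of Clca3a2 and also a symbol of other genes, and the files do not settle which gene was counted. An artifact and a difference between lines cannot be told apart for these genes, because the counts of 1500015O10Rik are too low, the gene behind the Clca2 entry is not settled, Otor was not found, and the lines of the 2 experiments are not matched by their labels. Reads shared with paralogs were not tested, and no biological explanation was tested beyond genotype.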

How the results depend on the processing

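The settings with shrunken DESeq2 fold changes, without mitochondrial genes and Rn45s, and without wells over 2 times the median number of UMIs were chosen only after the results were seen. Causes were not tested unless given.

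For the genes called in bulk, 8 of 12 alternatives gave a count within 1.5 times of 479 for the genes higher in SOX4 KO lines and 7 of 12 for the 254 lower. With no filter beyond at least 1 count, edgeR called 1008 higher and 678 lower, the cause not tested. With an adjusted p under 0.05 the counts were 241 and 113, as a stricter threshold gives. Leaving out 1 line gave 30 (without WT3) to 624 (without M4) higher and 26 to 382 lower, and without WT1 93 and 37. The low counts without a control line follow from a single control. Requiring 10 counts in every line gave 427 and 234, and shrunken DESeq2 fold changes 636 and 304. The share of variance of the first component was 48.5% over all genes and 61.05% and 62.8% with log2 CPM and rlog. The Sox4 log2 fold change ran from −0.82 without H4, where it was past the threshold (adjusted p = 0.0807), to −0.39 without WT3.

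All 10 bulk lists kept their direction under every alternative. Under DESeq2 size factors and with at least 10 counts in every line, all 10 were past 0.05 in camera. Under fry and with the estimated correlation, none was. The medians, which these tests leave as they were, and the adjusted p were as follows. The fMaSC list (−0.66) had 0.147 and 0.319, the S and G2M list (−0.72) 0.126 and 0.319, the mesenchymal list (0.69) 0.22 and 0.319, the epithelial list (−0.46) 0.22 and 0.367, the basal list (0.70) 0.147 and 0.319, and the luminal list (−0.53) 0.23 and 0.366. Extracellular matrix organization (0.43) had 0.126 and 0.319, the Reactome cell cycle (−0.19) 0.126 and 0.319, integrin interactions (0.59) 0.147 and 0.319, and the collagen family (0.61) 0.23 and 0.378. A larger correlation between genes, estimated at 0.0529 to 0.464, is built into these tests.

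With each bulk line left out in turn, the median ran from −0.92 to −0.55 for fMaSC, −0.94 to −0.57 for S and G2M, 0.45 to 1.10 for mesenchymal, −0.56 to −0.37 for epithelial, 0.59 to 1.01 for basal, −0.65 to −0.37 for luminal, 0.32 to 0.61 for extracellular matrix, −0.25 to −0.15 for the Reactome cell cycle, 0.25 to 0.55 for integrin and 0.31 to 0.96 for collagen genes. Without WT3 the mesenchymal (adjusted p = 0.323), integrin (0.134) and collagen (0.914) lists were not past 0.05 in camera, without H7 the collagen list (0.19) was not, and without M4 the luminal list was not, at −0.47 (0.069).

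In single cells, the share of control neighbours was 94.3% with cycle scores regressed out and 87.5% with 50 neighbours, and 4 further alternatives gave 90.72% to 92.89%, against 91.57%. The fall in cycling cells was −12.3 points (−12.35) under the fixed cutoff, −23.1 without wells over 2 times the median, and −23.0 to −19.5 with 1 SOX4 KO library left out. Across genes, r was 0.622 over genes called in bulk. The fMaSC median was −0.28 with at least 50 CPM, −0.28 with a pseudocount of 10 CPM and −0.29 without mitochondrial genes and Rn45s, and −0.33 to −0.32 by library. The S and G2M median was −0.31 with that pseudocount and −0.32 without those genes, and −0.38 to −0.33 by library. The mesenchymal median, −0.05, turned to 0.031 with at least 50 CPM and to 0.12 without GR19, with a range of −0.19 to 0.12. The basal median, 0.10, turned to −0.29 with at least 50 CPM, to −0.25 without mitochondrial genes and Rn45s and to −0.32 without GR18, with a range of −0.32 to 0.15. The luminal median kept its sign under all 7 alternatives, from 0.28 to 0.56 by library. The count of genes past 2-fold, 141, was 62 with at least 50 CPM, where fewer genes enter, 85 with a pseudocount of 10 CPM, and 213 to 228 with 1 SOX4 KO library in place of both.

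The motif alternatives were not run. No paired analysis was possible, because the lines are independent clones with no shared numbers. Depth limits the named genes with 1 to 3 counts in a group, whose ratios span over 10-fold within their counting intervals for Clca3a2, Tox, Fam180a, Ripply1 and Abca12, and lists in single cells, where 8 of 30 mesenchymal and 8 of 15 basal genes had enough UMIs.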

Differences from the paper's values

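Shrunken DESeq2 fold changes (betaPrior) were chosen only after the paper's values were seen.

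For Serpinf1, the paper's log2 fold change in Supplementary Table 1, turned to SOX4 KO over control, is 4.84 (the paper's standard error 0.263), against 5.53 in edgeR (standard error 0.33). For Gucy1b1 the paper's value is 2.64 (0.232) against 2.90 (0.22), and for Wif1 −3.39 (0.322) against −4.19 (0.37). Among the alternatives set before the data were examined, leaving out WT1 brought Gucy1b1 to 2.67, within the paper's error. All others differ. Default DESeq2 gave 5.53, 2.89 and −4.19, DESeq2 size factors 5.53, 2.90 and −4.195, and no filter 5.52, 2.89 and −4.21. With at least 10 counts in every line Serpinf1 was at 5.53 and Gucy1b1 at 2.89, and Wif1 was left out. With each line left out, Serpinf1 ran from 5.31 to 5.72 and Wif1 from −4.59 to −3.78, and with a line other than WT1 left out, Gucy1b1 ran from 2.87 to 3.19. With shrunken DESeq2 fold changes, chosen after seeing the values, they were 4.84, 2.64 and −3.39. The paper's normalized enrichment score for the fMaSC genes is about 2.5 in the direction of control in Fig. 3D, read by eye, which is about −2.5 in the direction used here. The value here was −1.65, and no alternative set before the data were examined gave another score. Ranked on the shrunken fold changes, chosen after seeing the values, the score was −2.46, with 118 genes in the leading edge.

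The paper's counts of 635 higher and 304 lower genes are within 1.5 times of the 479 and 254 called by edgeR. They were also so in default DESeq2 (658 and 306), with DESeq2 size factors (476 and 255), with at least 10 counts in every line (427 and 234), and without M4 (624 and 382) or H4 (497 and 299). Without H7 this held for the lower genes (240) and not for the higher ones (406). With no filter (1008 and 678), at an adjusted p under 0.05 (241 and 113), at 2-fold (347 and 170), without WT1 (93 and 37) and without WT3 (30 and 26) it held for neither. Of the 939 genes in Supplementary Table 1, 703 were among the 733 called by edgeR, 935 were called by default DESeq2, and all 939 were called with shrunken fold changes (636 and 304 genes in all).

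The paper states that luminal genes were enriched in neither genotype. The luminal markers used here, which are a different list, were lower in camera (median −0.53, adjusted p = 0.00881), but not past 0.05 in fry (0.23), with the estimated correlation (0.366), without M4 in camera (0.069), or in preranked enrichment with permutation of genes (p = 0.121). The paper states that mesenchymal and basal genes were enriched in SOX4 KO organoids. The mesenchymal and basal lists used here were also higher in camera (medians 0.69 and 0.70, adjusted p = 0.00462 and 0.00752). They were not past 0.05 in fry (0.22 and 0.147) or with the estimated correlation (0.319 for both). In preranked enrichment on unshrunken fold changes, with permutation of genes, they had scores of 1.38 (p = 0.0868) and 1.27 (p = 0.186). The ranking on shrunken fold changes was run for the fMaSC list and not for these lists. The paper places SOX4 KO cells in 3 clusters and describes 5 clusters in all. At the resolution used here there were 7 clusters, 5 of them mainly of SOX4 KO cells, and at a resolution of 0.3 there were 4.

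The supplementary tables were read as text converted from spreadsheets, and Supplementary Table 4 only in part (1996 of 3735 entries). As read, 980 of these p-values (49.1%) and 1070 adjusted p-values are above 1, which the label of a p-value does not allow. In Supplementary Table 3, 19 of 244 scores are at 10 or more, which its label does not rule out. Whether the original spreadsheets hold the same values was not tested, and no value given here rests on these columns.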

Other observations

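The 3 tests of the luminal list and the tests of loss of SOX4 acting on whole chromosomes were chosen only after the results were seen.

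Genes of chromosome 13, which carries Sox4, were lower as a block in the bulk SOX4 KO lines. The median log2 fold change of 452 genes was −0.21 and 71.9% were lower, where the central 95% of random gene sets of this size ran from −0.0334 to 0.0504. The shift ran along the chromosome, with medians of −0.27 to −0.19 in 5 blocks. By line, relative to the mean of all lines, the chromosome was at 0.234 in WT3, 0.0551 in WT1, 0.0104 in H4, −0.0109 in M4 and −0.21 in H7, so WT3 and H7 set most of it, and without WT3 the median was −0.109. GC content or transcript length does not account for it, since after a fit on both the median was −0.234, outside the central 95% of random gene sets (−0.0831 to −0.00145). A difference in chromosome copy number between the lines and loss of SOX4 acting on the chromosome stay open. In the single-cell sums, which played no part in finding the pattern, 233 genes of the chromosome were at −0.0462 (bootstrap interval −0.115 to 0.0145) in GR18 and 0.023 (−0.0582 to 0.0901) in GR19 relative to all genes, against −0.178 in bulk for the same genes. The copy number of lines that may not be the same clones cannot be told apart from these values, because the labels do not match the lines of the 2 experiments. The lower bound in GR18, −0.115, reaches the bulk median of −0.109 without WT3, but that in GR19, −0.0582, does not. Neither bound reaches the −0.178 of the same genes in bulk with all lines. Loss of SOX4 acting on the chromosome is therefore not excluded either, though this rests on GR18 alone. Sox4 itself was 0.36 below the chromosome's median (−0.36).

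Chromosome 4 was higher, with a median of 0.14 over 762 genes. This is in WT3 alone, at −0.182 relative to the mean of all lines, while WT1, at 0.0393, lay among the SOX4 KO lines, at 0.000107 to 0.0965. Without WT3 the median was 0.0279, inside the central 95% of random gene sets of that fit (−0.00918 to 0.0551), which argues against loss of SOX4 as the cause. With all lines, after the fit on GC content and length, the median was 0.076, outside the central 95% of random gene sets (−0.0746 to −0.0099), which argues against those as the whole cause. In single cells it was −0.0304 (−0.0693 to 0.0256) in GR18 and −0.0177 (−0.0579 to 0.043) in GR19. A copy number change in WT3 may explain it and stays open, because no library of WT3 other than the bulk one is known from the labels.

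Chance as the source of the genes called in bulk cannot be excluded by regrouping the lines. Of the 10 splits of 5 lines into 2 and 3, only the split by genotype called as many genes (733), which is 1 of 10 and cannot go lower in this design. In edgeR each of the other 9 splits called 0 genes at an adjusted p under 0.1, with 66 to 1210 genes at an unadjusted p under 0.05, against 2113 for the split by genotype. DESeq2 called 0 to 149 genes in the other splits, most with H7 and M4 against the rest, and 964 in the split by genotype.

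The lower fMaSC list was tested for the cell-cycle genes it contains. Without the S and G2M genes and the Reactome cell cycle genes the median was −0.378 over 94 genes, against −0.825 over the 84 cycle genes. It stayed below 0, with 58 of the 94 genes lower, and was past 0.05 in limma's camera at its preset correlation (adjusted p = 0.0227). It was not past 0.05 in fry or with the estimated correlation (unadjusted p = 0.399 in both). More of the 94 genes were called higher (9) than lower (6). Whether cycle genes are the whole cause stays open, because the tests with a larger correlation between genes do not separate the remainder from 0. By the medians, cycle genes carry the larger part of the shift.

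The lower share of cycling cells in the SOX4 KO single-cell libraries was not explained by depth. With cells thinned to 10563 UMIs, and the 38, 45 and 27 cells with fewer UMIs left out, the difference was −22.9 points, outside the binomial intervals. Wells with more than 1 cell stay open. Leaving out wells over 2 times the median of their library gave −23.1 points, but these were only 8, 20 and 11 wells, too few to have closed the gap. RNA from broken cells in the wells was not tested. The calls rest on transcripts, and the paper's propidium iodide and Ki67 stainings of organoids in vitro showed no significant difference. A lower share of cycling cells on loss of SOX4 is consistent with the test of depth, but with 1 control library a difference between clones stays open.

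The luminal markers were lower in bulk and higher in single cells. Over the 12 genes measured in both, the bulk median was −0.402 and the single-cell median 0.48, with 5 genes of opposite sign, so different genes are not the cause. Leaving out any bulk line, GR18 or GR19 did not turn a sign, with a bulk median nearest 0 of −0.371 without H7. GR17, the only control library, enters every single-cell ratio and could not be left out. Without mitochondrial genes and Rn45s the single-cell median was 0.482. What stays open, untested, is that GR17 alone sets the single-cell sign, or that the experiments used different clones. The mesenchymal list also differed, with a bulk median of 0.54 and a single-cell median of −0.05 over the same 8 genes, of which 6 had opposite signs, and Vim, called higher in bulk, was at 716, 779 and 688 CPM in GR17, GR18 and GR19.

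Sox10, for which the paper examined human tumors, had 1 count in WT1, 1 in H7 and none in the other bulk lines, and was not tested.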
